# Impact of high fat diet on long non-coding RNAs and messenger RNAs expression in the aortas of ApoE(−/−) mice

**DOI:** 10.1038/srep34161

**Published:** 2016-10-04

**Authors:** Mei-hua Bao, Huai-qing Luo, Li-hua Chen, Liang Tang, Kui-fen Ma, Ju Xiang, Li-ping Dong, Jie Zeng, Guang-yi Li, Jian-ming Li

## Abstract

Atherosclerosis is a chronic multifactorial inflammatory disease with high prevalence worldwide, and has become the leading cause of death. The present study was designed to investigate the impact of high-fat diet on ApoE(−/−) mice exhibiting atherosclerosis by detecting the genome-wide expression profile of lncRNAs and mRNAs. A total of 354 differentially expressed lncRNAs were identified (≥2.0 folds). Simultaneously, 357 differentially expressed mRNAs from the same chip were found. The expression differences of lncRNAs and mRNAs were consistent in both qPCR and microarray detection. Annotation results of the mRNAs which correlated with lncRNAs showed that the commonly related pathways were metabolism and inflammation. Hypergeometric distribution analysis indicated that the differentially expressed lncRNAs had been mostly regulated by transcription factors (TFs) such as Myod1, Rxra, Pparg, Tcf3, *etc.* Additional lncRNA-target-TFs network analysis was conducted for the top 20 differentially expressed lncRNAs. The results indicated Hnf4a, Ppara, Vdr, and Runx3 as the TFs most likely to regulate the production of these lncRNAs, and might play roles in inflammatory and metabolic processes in atherosclerosis. In a nutshell, the present study identified a panel of dysregulated lncRNAs and mRNAs that may be potential biomarkers or drug targets relevant to the high-fat diet related atherogenesis.

Atherosclerosis is a chronic multifactorial inflammatory disease with high prevalence worldwide and has become the leading cause of death^1^. The principal clinical manifestations of atherosclerosis are represented by coronary artery disease (CAD), acute myocardial infarction, cerebral stroke and peripheral vascular disease. Atherosclerosis represents a heterogeneous group of pathological phenomena that include endothelium damage, inflammation, metabolic disorder, cell proliferation, foam cell formation, and soft inflamed atherosclerotic plaque rupture^2^,^3^.

Long non-coding RNAs (lncRNAs; >200 bp) participate in many biological and pathological processes such as carcinogenesis and cardiovascular diseases by acting as signals, decoys, guides, and scaffolds^4^,^5^,^6^,^7^. Recently, the roles of lncRNAs in atherosclerosis have gained a lot of attention. It was reported that lncRNA-H19 and antisense noncoding RNA in the INK4 locus (ANRIL) are related to the risk of atherosclerosis and CAD^8^,^9^,^10^. Long intergenic noncoding RNA p21 (lincRNA-p21) is also reported to be associated with atherosclerosis through vascular smooth muscle cell proliferation and apoptosis^11^. However, the knowledge about the genome scale of lncRNAs and their potential biological functions in atherosclerosis are still far from clear.

In the present study, we investigated the lncRNA and mRNA expression differences in the aorta of the ApoE(−/−) mice fed with normal or high-fat diet using microarray analysis. The microarray results were further verified by qPCR. LncRNAs and mRNAs correlation network, gene ontology (GO; website: http://david.abcc.ncifcrf.gov/home.jsp) enrichment, and Kyoto Encyclopedia of Genes and Genomes (KEGG; websit: http://www.genome.jp/kegg) pathway analysis were performed to explore the potential functions of these differentially expressed lncRNAs. We further predicted the potential transcription factors (TFs) which may regulate the production of these lncRNAs. In order to identify the roles of individual lncRNA, we additionally analyzed the lncRNA-target-TFs network for top 20 most differentially expressed lncRNAs.

## Results

### The body weight and serum lipid levels of two group mice

After 8 weeks of treatment, the body weight changes between the two diet groups were closely similar (Fig. 1a). However, LDL-C, CHOL and HDL-CH levels in high-fat diet group mice were dramatically higher than that in normal-diet group mice (*P* < 0.01, Fig. 1b).

### Differentially expressed lncRNAs in ApoE(−/−) mice

Feature Extraction software (version10.7.1.1, Agilent Technologies) was used to analyze array images to get raw data. 

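The array data come from 6 aortas of male ApoE(−/−) mice, which lack apolipoprotein E and develop atherosclerosis on a normal diet. Of these, 3 were from the normal diet group and 3 from the high-fat diet group, which was fed 20% fat and 2.5% cholesterol for 8 weeks. Each array was labelled with the single dye cyanine 3 and held 143286 non-control spots of 91188 distinct probes, of which 51758 carried lncRNA probe names and 39194 carried mRNA probe names. The scanner output placed the arrays on 2 slides. Normal diet replicates 1 and 3 were on slide 1, and normal diet replicate 2 was on slide 2 together with all 3 high-fat diet arrays. The share of probes detected was 64.4% and 62.6% on the slide 1 arrays, 72.4% on normal diet replicate 2, and 72.6%, 76.0% and 75.3% on high-fat diet replicates 1, 2 and 3. The net signal of the negative control spots was 31.6 and 32.2 on slide 1 and between 13.1 and 13.8 on slide 2, so signals stood further above background on slide 2. No non-control spot was saturated. The authors deposited the scanner's background-subtracted intensity of each spot and a separate table of log2 values. Here the spots of each probe were averaged without those marked as outliers, and the log2 intensities were quantile normalized across the 6 arrays, as in the methods. A probe was kept when it was detected (signal significant, well above background and not an outlier) on all 3 arrays of at least 1 diet group, which left 64467 probes (70.7%), 35127 for lncRNAs and 29159 for mRNAs. The diet groups were compared with limma's moderated test, two-sided, and a probe was counted when it met both criteria of the study, an unadjusted p of at most 0.05 and at least a 2-fold difference. Adjusted p-values are from limma with Benjamini-Hochberg adjustment over the kept probes. The number of arrays limits the precision, and an exact permutation test of 3 arrays against 3 cannot give a two-sided p below 0.10. Every comparison was also fitted with the slide as a block. In that fit the diet difference is the high-fat diet mean minus normal diet replicate 2, the only normal diet array on slide 2, and the spread comes from within the slides. Probes were given lncRNA and gene names only through Tables S1 and S2. Where a probe was not well above background on any array of a group, its fold difference is given as a bound, the brighter group's mean over the mean of, per array, the higher of the probe's own signal and the lowest signal among probes well above background. Signals not well above background reached up to 4.23, 3.48 and 4.37 on normal diet replicates 1, 2 and 3 and 3.48, 3.16 and 3.24 on the high-fat diet arrays, above that lowest signal on every array, so such a bound is not strict and the difference may be smaller.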

Genespring (version 13.1, Agilent Technologies) was employed to finish the basic analysis with the raw data. To begin with, the raw data was normalized with the quantile algorithm. The probes that have at least 1 out of 2 conditions and have flags in “P” were chosen for further data analysis. Differentially expressed mRNAs or lncRNAs were then identified through fold change (FC) as well as *p-*value calculated with t-test. The threshold set for up- or down-regulated RNAs was a FC ≥ 2.0 and a *p*-value ≤ 0.05. We scanned 51,302 lncRNA probes in normal diet and high-fat diet fed ApoE(−/−) mice, and identified 354 differentially expressed lncRNAs. Among them, 168 were up-regulated and 186 were down-regulated (Supplementary Table-S1). 

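Of the 35127 lncRNA probes kept, 1033 met both criteria in limma, 725 higher and 308 lower on the high-fat diet. An unadjusted p under 0.05 was reached by 4804 lncRNA probes, and an adjusted p under 0.05 by 0 in limma. With the methods' t-test on the same values, 330 lncRNA probes met both criteria, 149 higher and 181 lower, 3808 had an unadjusted p under 0.05 and 0 had an adjusted p under 0.05. In 6646 lncRNA probes (18.9%) all 3 arrays of one diet lay above all 3 of the other, where chance gives 10% if nothing else groups the arrays. Normal diet replicates 1 and 3 share slide 1, so a slide difference alone could raise this share. Normexp correction of the mean signal, with an offset of 50, left 147 probes, 80 higher and 67 lower. The offset by construction shrinks the fold differences of dim probes, so this lower count cannot decide whether dim probes differ. Fitted with the slide as a block, 477 probes met both criteria, 352 higher and 125 lower. Of the 1033 probes, 962 kept their direction in the blocked fit and 102 (9.87%) met both criteria in it. Single arrays also decided the count. It was 519 without normal diet replicate 1, 548 without normal diet replicate 3, 642 without high-fat diet replicate 3, and 3680 without normal diet replicate 2, when each slide holds 1 diet only. All 354 probes of Table S1 had the listed direction, and 336 of them met both criteria here, against 81 with the slide as a block. Among the 168 listed as up-regulated, 32.7% and 32.1% were detected on the normal diet arrays of slide 1 and 58.9% on normal diet replicate 2. The median log2 difference of these 168 was 1.51 against the slide 1 normal diet arrays and 0.77 against normal diet replicate 2, and that of the 186 listed as down-regulated -1.34 and -0.78.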

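Hierarchical clustering of the 6 arrays over all 64467 kept probes (average linkage on 1 minus Pearson's r) first separated normal diet replicates 1 and 3 from the other arrays, and normal diet replicate 2 grouped with the 3 high-fat diet arrays. Complete linkage gave the same 2 clusters, as did the 1909 probes that met both criteria in either direction. Over the 1000 most variable probes, high-fat diet replicate 3 stood apart from the other arrays. Clustering the probes of Table S1 alone, or those of Table S2 alone, separated the diets, and both lists had been chosen for a difference between the diets. Across probes, r was between 0.973 and 0.985 for the 7 pairs of arrays on the same slide and between 0.948 and 0.963 for the 8 pairs on different slides. The first principal component held 53.7% of the variance. Normal diet replicates 1 and 3 lay at -101 and -118 on it, normal diet replicate 2 at 56.4, and the high-fat diet arrays at 55.6, 43.8 and 63.3. The second component, with 16.9% of the variance, placed normal diet replicate 2 at 74.4 and the high-fat diet arrays at 24.3, -37.6 and -60.1.

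**Figure D1:**
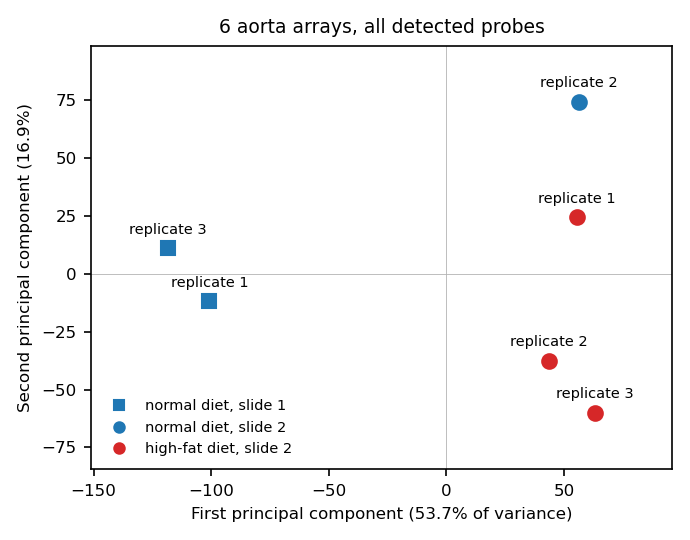
First and second principal components (arbitrary units) of the 6 aorta arrays over all kept probes, with diet as colour and slide as marker shape. The slide 1 arrays lie at -101 and -118 on the first component, and the slide 2 arrays, normal diet replicate 2 included, lie between 43.8 and 63.3.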

Next, hierarchical clustering was performed to display the distinguishable gene expression patterns among normal diet and high-fat diet apoE(−/−) mice (Fig. 2a).

To verify the results of lncRNA microarray, we detected the expression of 8 lncRNAs (4 up-regulated and 4 down-regulated) using qPCR. These lncRNAs were selected randomly from differentially expressed lncRNA transcripts. Figure 2b,c showed that the results were consistent with the lncRNA array analysis.

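The qPCR measured other mice and is not analysed here. On the arrays, the lncRNAs of Fig. 2b,c were read from the probes that Table S1 lists for them, except n297368, which Table S1 does not list and for which no value is given. The log2 signal of n418283 was 7.88 ± 0.59 (SD, n = 3) on the normal diet and 5.79 ± 0.71 (SD, n = 3) on the high-fat diet, a difference of -2.09 (standard error 0.43, limma adjusted p = 0.338). FR375498, n419646 and FR331566 were also lower on the high-fat diet, with log2 differences of -1.98, -1.97 and -1.86. Of the lncRNAs drawn as up-regulated, n297428 rose from 11.14 ± 0.20 (SD, n = 3) to 12.20 ± 0.44 (SD, n = 3), a difference of 1.06 (standard error 0.25), and FR384764, well above background on 2 of the 3 normal diet arrays, differed by 1.08 (standard error 0.19). FR334236 was not well above background on any normal diet array. The rule for bounds put it 2.26-fold higher on the high-fat diet, which is not a strict lower limit. Each of these 7 lncRNAs met both criteria and had no overlap between the diets (exact permutation test, two-sided p = 0.10 each), and none had a limma adjusted p under 0.05. In the fit with the slide as a block, n418283, n419646, n297428 and FR384764 kept both criteria, at -1.44, -1.12, 1.12 and 1.27. FR375498 and FR331566 fell short of a 2-fold difference at -0.90 and -0.88, and FR334236 had an unadjusted p above 0.05 (log2 difference 1.42, standard error 0.59). After normexp correction, FR375498, FR384764 and FR334236 differed by less than 2-fold, at -0.47, 0.28 and 0.22. Leaving out high-fat diet replicate 3 brought n297428 to 0.81 and FR384764 to 0.96. Without normal diet replicate 1, n297428 was at 0.98, and FR384764 was at 0.98 without normal diet replicate 2.

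**Figure D2:**
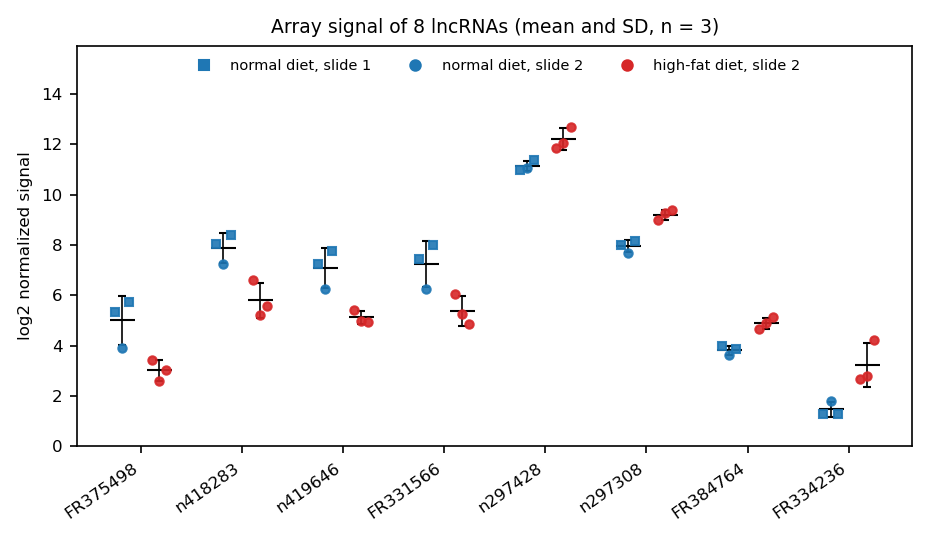
Log2 normalized signal of 8 lncRNAs on each array, with the mean and SD of each diet (n = 3) and the slide as marker shape. n297308, which the network of the most differentially expressed lncRNAs names, is plotted with the 7 lncRNAs of Fig. 2b,c that Table S1 lists, and for each lncRNA the 3 arrays of one diet lie above the 3 of the other.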

### Differentially expressed mRNAs in ApoE(−/−) mice

We also scanned the differentially expressed mRNAs between normal diet and high-fat diet fed ApoE(−/−) mice using the criteria of FC ≥ 2.0 and *p* ≤ 0.05. 

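Of the 29159 mRNA probes kept, 871 met both criteria in limma, 645 higher and 226 lower on the high-fat diet. An unadjusted p under 0.05 was found for 3843 mRNA probes. The adjusted p was under 0.05 for 1 mRNA probe in limma, that of Mcoln3, which was chosen for naming after its value was seen. It was not well above background on any normal diet array, and the rule for bounds put it 3.88-fold higher on the high-fat diet (limma adjusted p = 0.0441). Signals not well above background reached 4.23, 3.48 and 4.37 on the normal diet arrays, against its high-fat diet mean of 3.67. The rise may therefore be smaller. After normexp correction, whose offset by construction shrinks the differences of dim probes, its log2 difference was 0.30. The methods' t-test counted 356 mRNA probes by both criteria, 209 higher and 147 lower, 3350 at an unadjusted p under 0.05 and 0 at an adjusted p under 0.05. All 3 arrays of one diet lay above all 3 of the other in 5760 mRNA probes (19.8%), against 10% by chance if nothing else groups the arrays. A slide difference alone could raise this share too. Fitting the slide as a block gave a similar count, 838, of which 698 were higher and 140 lower. The probes were largely different ones, since 248 of the 871 (28.5%) met both criteria in both fits, and 835 kept their direction. After normexp correction the count was 172, and without normal diet replicate 2 it was 2193. Of the 357 probes of Table S2, 354 met both criteria here and 155 did so with the slide as a block. The 211 listed as up-regulated had a median log2 difference of 1.40 against the slide 1 normal diet arrays and of 1.12 against normal diet replicate 2, and the 146 listed as down-regulated of -1.35 and -0.80. Against normal diet replicate 2, 127 of the 211 and 42 of the 146 differed at least 2-fold.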

Among the 39430 mRNAs, 357 were found to be differentially expressed including 211 up-regulated and 146 down-regulated mRNAs (Supplementary Table-S2). Hierarchical clustering was performed and the results from mRNAs microarray were verified using qPCR by selecting 4 mRNAs randomly from the differentially expressed mRNA transcripts. Consistent results were found in the qPCR and mRNA microarray analysis (Fig. 3a,b).

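The array values of 3 of the 4 mRNAs in Fig. 3b could be read through Table S2, and the mice used for qPCR are not analysed here. Spp1, which encodes osteopontin, had a log2 signal of 8.64 ± 1.66 (SD, n = 3) on the normal diet and 12.31 ± 1.55 (SD, n = 3) on the high-fat diet, a difference of 3.67 (standard error 0.99, limma adjusted p = 0.338). Its signal on normal diet replicate 2 was 6.76, lower than on the normal diet arrays of slide 1, and the difference with the slide as a block was 5.55 (standard error 1.04). Tnk1 rose from 3.25 ± 0.38 (SD, n = 3) to 4.78 ± 0.10 (SD, n = 3), where 1 of the 3 normal diet arrays was well above background, and met both criteria with the slide as a block as well (1.09, standard error 0.19). Akna fell by 1.08 on the log2 scale (standard error 0.26), and the blocked difference of -0.62 (standard error 0.27) met neither criterion. After normexp correction Tnk1 and Akna differed by less than 2-fold, at 0.36 and -0.80. The normexp offset shrinks differences by construction, most for dim probes such as that of Tnk1, so these values cannot decide. Without normal diet replicate 3 the difference of Akna was -0.92, and without high-fat diet replicate 2 it was -0.98. In each of the 3 genes the diets did not overlap (exact permutation test, two-sided p = 0.10 each). Lrp1 is not among the genes of Table S2 and was not read.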

### Co-expression network and potential functions identification

For each differentially expressed lncRNA, we investigated the correlation between each dysregulated mRNAs. We ranked the *p*-value of each lncRNA-mRNA correlation and selected the top 500 for functional enrichment analysis (Supplementary Table-S3). 

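The correlations were recomputed over the 6 arrays for every pair of an lncRNA probe and an mRNA probe that met both criteria, with p from the t distribution as in the study. Of 899743 pairs, 475683 (52.9%) had an unadjusted p under 0.05, the study's threshold for a correlation. Both sets had been chosen for a difference between the same diets. After the mean of each diet was removed from every probe, 22.7% of the pairs passed, and with Spearman's rho and its exact permutation distribution 24.5% passed. Removing the mean of each slide in place of that of each diet, a step chosen after the data were seen, left 7.96%. Among 1000 lncRNA and 1000 mRNA probes drawn at random from all kept probes, the share was 10.5%, and 8.47% and 6.47% after removing the diet means and the slide means. Pairs of Table S1 and Table S2 probes passed in 59.6% of cases. On the authors' log2 values it was 60.4%, falling to 11.1% without the diet means and to 20.2% without the slide means. The share over probes chosen by the same criteria was 28.5% without normal diet replicate 3 and 33.7% without normal diet replicate 1. The 500 pairs that Table S3 lists involve 230 lncRNAs. Of these pairs, 449 could be matched by name, and the listed r of all 449 was within 0.001 of the value recomputed from the authors' deposited log2 values.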

The enriched functional terms were used as the predicted functional terms of given lncRNAs. 

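The KEGG terms of metabolism and inflammation in Table S5 rest on a small number of mRNAs of Table S2, which recur from lncRNA to lncRNA. Tryptophan metabolism takes up 238 of the 500 entries of the table and rests on 3 genes, Cyp1a1, Lao1 and Tph1. Metabolic pathways, listed 98 times, rests on 15 genes, 13 higher and 2 lower on the high-fat diet. Cyp1a1, well above background on 2 of the 3 normal diet arrays, had a log2 signal of 4.48 ± 0.36 (SD, n = 3) on the normal diet and 6.41 ± 0.49 (SD, n = 3) on the high-fat diet, a difference of 1.93 (standard error 0.30, limma adjusted p = 0.338). Tph1 was not well above background on any normal diet array. The rule for bounds put it 3.50-fold higher on the high-fat diet, which is not a strict lower limit. Fitted with the slide as a block, 2 of the 3 tryptophan genes and 7 of the 15 genes of metabolic pathways still met both criteria. Lao1 did not, at a log2 difference of 0.47 where it was 2.14-fold higher without the block. Without normal diet replicate 3, Lao1 was at 0.81 and Pla2g10 also fell below 2-fold. Both were well above background on 1 of the 3 normal diet arrays. Ether lipid metabolism rests on Pla2g7, which differed by 1.22 (1.68 with the slide as a block, 0.99 without normal diet replicate 2), and Pla2g10, which was 2.14-fold higher (a log2 difference of 0.72 with the block). Of the 4 genes behind the TNF signaling pathway, all met both criteria with the slide as a block. Vcam1 differed by 1.63 (standard error 0.31) and in the blocked fit by 2.29 (standard error 0.26), Cx3cl1 by 1.42 and 2.19, and Bcl3 by 1.27 and 1.49. The fourth, Cxcl1, was 4.64-fold higher by the rule for bounds, which is not strict, with no normal diet array well above background. Cell adhesion molecules kept 3 of 5 genes, the NOD-like receptor signaling pathway 2 of 3, and the PPAR signaling pathway all 3, with Angptl4 at 1.33 and 1.97. All of these genes kept their direction in the blocked fit. Normexp correction brought Cyp1a1, Lao1, Tph1, Pla2g10, Bcl3 and Cxcl1 below 2-fold, at 0.80, 0.26, 0.27, 0.20, 0.46 and 0.58, and left Vcam1, Cx3cl1, Angptl4 and Pla2g7 above it. The genes brought below have dim probes, whose differences the normexp offset shrinks by construction, so normexp cannot decide for them. With each array left out in turn, both criteria were met every time by 2 of the 3 tryptophan genes, 8 of the 15 of metabolic pathways, none of the 2 of ether lipid metabolism, all 4 TNF genes, 2 of the 5 cell adhesion genes, 2 of the 3 NOD-like receptor genes and 2 of the 3 PPAR genes, Fabp3 being at 0.93 without high-fat diet replicate 3. After normexp correction they were met by none of the 3 tryptophan and 3 NOD-like receptor genes, 2 of the 15 of metabolic pathways, 1 of the 2 of ether lipid metabolism, 2 of the 4 TNF genes, 1 of the 5 cell adhesion genes and all 3 PPAR genes.

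**Figure D3:**
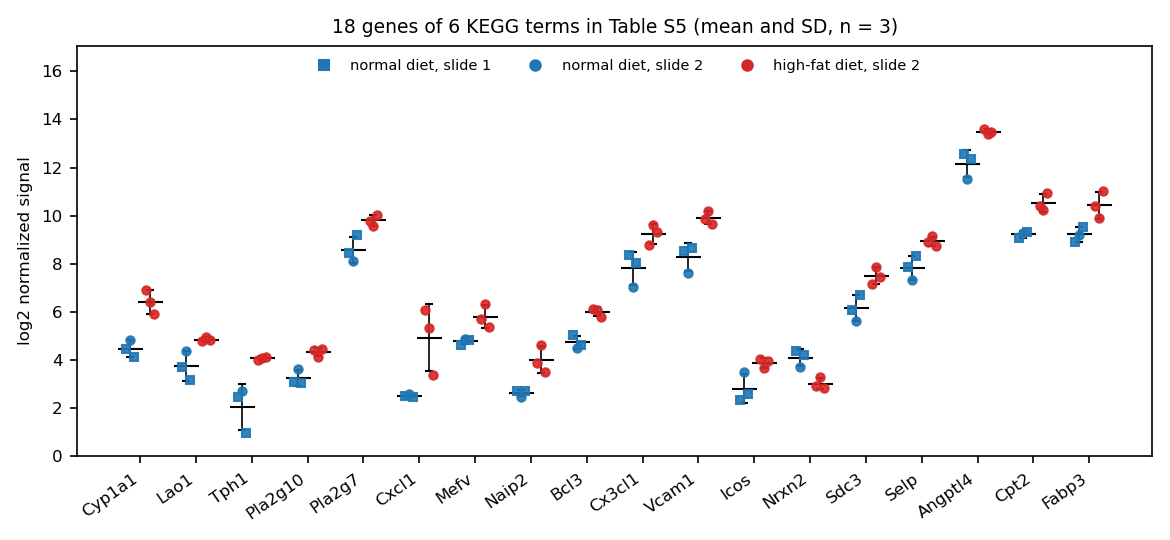
Log2 normalized signal on each array of the 18 mRNAs behind 6 KEGG terms of Table S5, metabolic pathways left out, with the mean and SD of each diet (n = 3) and the slide as marker shape. Nrxn2 is lower on the high-fat diet and the other mRNAs are higher, and for Vcam1 and Cx3cl1 normal diet replicate 2, the circle among the normal diet arrays, is the lowest of the 6.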

As shown in Fig. 4a and Supplementary Table-S5, KEGG pathway analysis indicated that, the lncRNAs were most likely related to metabolism (including tryptophan metabolism, metabolic pathway, and ether lipid metabolism) and inflammation (including NOD-like receptor signaling pathway, TNF signaling pathway, Cell adhesion molecules (CAMs), and PPAR signaling pathway). Since atherosclerosis is considered to be a metabolic disorder and inflammatory disease, these two procedures might be regulated by the aberrantly expressed lncRNAs. And for further GO enrichment, we found that the differentially expressed lncRNAs were mostly enriched in PDZ domain binding, receptor activity, and receptor binding in its Molecular Function (Fig. 4b); transport and body fluid levels regulation in its Biological Process (Fig. 4c); and membrane in its Cellular Component (Fig. 4d).

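Table S4 lists PDZ domain binding for 47 lncRNAs, through genes of Table S2, 5 of which are given here. Lrp2, which encodes megalin, had the largest difference of the 5, at 3.34 on the log2 scale (standard error 0.85, limma adjusted p = 0.338). Its signal was 1.07 and 1.82 on the normal diet arrays of slide 1, 4.71 on normal diet replicate 2 and between 5.76 and 6.08 on the high-fat diet, and of the normal diet arrays only replicate 2 was well above background. The blocked difference was 1.17 (standard error 0.32). Frzb differed by 1.61, and by 2.26 in the blocked fit. Both met both criteria in that fit. Ushbp1, Kirrel3 and Pdzk1 did not, with blocked log2 differences of 0.52, -0.47 and -0.76 in place of 1.06, -1.04 and -1.01. Without normal diet replicate 1, the differences of Ushbp1, Kirrel3 and Pdzk1 were 0.95, -0.97 and -0.97, each below 2-fold, as they were without normal diet replicate 3, at 0.90, -0.83 and -0.92. Kirrel3 and Pdzk1 also fell below it without high-fat diet replicate 2, at -0.95 and -0.97, and without replicate 3, at -0.98 and -0.87. Ushbp1 did so without high-fat diet replicate 1, at 0.97. After normexp correction, Kirrel3 was the one gene of the 5 that met both criteria. Its probe was also the brightest of the 5, and the normexp offset shrinks differences least for bright probes. From the functional terms of the mRNAs that correlate with the lncRNAs, and from atherosclerosis being a metabolic and inflammatory disease, the paper proposes that the differentially expressed lncRNAs regulate metabolism and inflammation.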

### LncRNA-TFs network analysis

Since TFs were indicated to regulate the production of lncRNAs, we therefore predicted the TFs that could regulate the production of differentially expressed lncRNAs using hypergeometric distribution testing method. 

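Ranked by the size of the difference among lncRNA probes with an unadjusted p of at most 0.05, the probe at rank 200 differed by 1.58 on the log2 scale among those higher on the high-fat diet and by -1.10 among those lower. With the methods' t-test the probe at rank 200 was at 0.91 among the higher and -0.97 among the lower, less than a 2-fold difference in both directions. It was at 1.24 and -0.93 with the slide as a block.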

We selected 400 most differentially regulated lncRNAs (200 up-regulated and 200 down-regulated) for the prediction. Eventually, 395 out of the 400 lncRNAs have been predicted to be regulated by 283 TFs. We then selected the top 200 most related lncRNA-TF pairs according to the *p*-value, and found these lncRNAs were mostly regulated by Myod1, Rxra, Pparg, Tcf3, Nr2f1, Nr5a1, Aire, Esr1, Srf, Runx3, and Arhgef7 (Fig. 5, Supplementary Table-S6). Among these TFs, Myod1, Rxra, Pparg, Esr1, Srf, and Runx3 were previously demonstrated to be related with atherosclerosis^12^,^13^,^14^,^15^,^16^,^17^.

### LncRNA-target-TFs network analysis of 20 most differentially expressed lncRNAs

In order to further identify the functions of each individual lncRNA which may play critical roles in atherogenesis, we analyzed 20 most differentially expressed lncRNAs (10 up-regulated and 10 down-regulated) between normal diet and high-fat diet fed ApoE(−/−) mice. 

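Of the lncRNAs that the network analysis names, chrX_102568332_102587093_R, a transcript named by its place on chromosome X, had the largest fold change among the 186 down-regulated lncRNAs of Table S1. It fell by 2.73 on the log2 scale (standard error 0.64, limma adjusted p = 0.338), from 5.01 ± 0.83 (SD, n = 3) to 2.29 ± 1.18 (SD, n = 3), with 1 of the 3 high-fat diet arrays well above background. In the blocked fit the difference was -1.88 (standard error 0.83) and the unadjusted p was above 0.05. FR251112 and n418309 fell by 1.80 and 1.99, and kept both criteria in the blocked fit, at -1.19 and -1.39. chr13_98281158_98285757_F was not well above background on any high-fat diet array, and its fitted signal was 3.98-fold lower there. The rule for bounds gives the same number, so it sets no lower limit here. Signals not well above background reached 3.48, 3.16 and 3.24 on these arrays, against its normal diet mean of 3.79, and the fall may be smaller. This transcript kept both criteria in the blocked fit. FR082156, rank 6 by fold change among the 168 up-regulated lncRNAs, was not well above background on any normal diet array. The rule for bounds put it 3.29-fold higher on the high-fat diet, and that rise may also be smaller. n297308 rose from 7.95 ± 0.24 (SD, n = 3) to 9.20 ± 0.20 (SD, n = 3), a difference of 1.26 (standard error 0.20), and by 1.52 with the slide as a block. By fold change in Table S1, n297308 is at rank 89, FR384764 at rank 145 and n297428 at rank 147 of the up-regulated lncRNAs. By p-value in that table they are at ranks 4, 7 and 58. After normexp correction FR082156, FR251112 and the chromosome 13 and X transcripts differed by less than 2-fold, at 0.24, -0.62, -0.22 and -0.49, while n418309 and n297308 kept both criteria. Those below 2-fold were dimmer than n418309 and n297308, and the normexp offset shrinks the differences of dim probes by construction.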

A total of 157 TFs were predicted to regulate the transcription of these lncRNAs. 

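Over the 6 arrays, the number of Table S2 probes whose correlation with an lncRNA had an unadjusted p under 0.05 was counted for the 13 lncRNAs that the paper names and Table S1 lists. Out of 357 mRNA probes it was highest for FR251112, at 278, followed by n418309 at 268, and lowest for n297428, at 154. After the mean of each diet was removed from every probe, the count was 76 for FR251112, 43 for n418309 and 12 for n297428. Over the 13 lncRNAs this count was between 11, for FR334236, and 76. As a share of the 357 probes that is 3.08% to 21.3%, where 8.47% of randomly drawn pairs passed after the same step. Removing the diet means leaves the slide difference in the normal diet arrays, so a high count cannot be read as co-expression.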

And also a total of 268 correlated mRNAs were predicted to be the targets of these lncRNAs. We selected 100 most related TFs and 200 most correlated mRNAs according to the *p*-value to conduct the lncRNA-target-TFs network analysis. The network included 170 nodes and 299 edges (Fig. 6). Among these TFs; Hnf4a, Ppara, Vdr, and Runx3 were predicted to regulate several lncRNAs. For example, Hnf4a was predicted to regulate the FR384764, n297308, FR082156 and n297428; Ppara was predicted to regulate the FR251112, FR082156, FR334236 and n418309; Vdr was predicted to regulate the n418309, n418283, chr13_98281158_98285757_F and chrX_102568332_102587093_R; Runx3 was predicted to regulate the n297308, FR384764, n297428 and FR334236. Moreover, all these four TFs were previously demonstrated to be related with atherosclerosis^17^,^18^,^19^,^20^. We also conducted the GO enrichment and KEGG pathway analysis for these lncRNA-targeted mRANs. The results indicated that they were most likely related to Molecular Functions like ion binding, transcription regulation, and KEGG pathways like tryptophan metabolism, neuroactive ligand-receptor interaction, ABC transporters, glutathione metabolism, intestinal immune network for IgA production, hedgehog signaling pathway, long-term depression, arachidonic acid metabolism, vascular smooth muscle contraction, cell adhesion molecules, *etc.* (Supplementary Figure-S1).

## Discussion

In the present study, we investigated the genome-wide expression profile of lncRNAs and mRNAs in normal diet and high-fat diet fed ApoE(−/−) mice using microarray. A total of 354 lncRNAs, including 168 up-regulated and 186 down-regulated were identified to be differentially expressed between the two groups of mice. Simultaneously, we also identified 357 differentially expressed protein coding mRNAs from the same chip, including 211 up-regulated and 146 down-regulated mRNAs. The expression differences of lncRNAs and mRNAs were consistent in qPCR detection with microarray detection.

In order to explore the functions of these differentially expressed lncRNAs, we conducted the co-expression analysis with the aberrantly expressed mRNAs. These mRNAs were then used to predict the potential function of the differentially expressed lncRNAs. The results indicated that these lncRNAs were mostly related to metabolisms and inflammation. Many studies have indicated that atherosclerosis is a metabolic disease. Our study found that tryptophan metabolism was the most affected pathway in KEGG analysis. Tryptophan is the least abundant amino acid of all essential amino acids, which are necessary for protein synthesis. The major catabolic route of Tryptophan in mammalians is the kynurenine pathway^21^. In kynurenine pathway, the indoleamine 2,3-dioxygenase (IDO) is firstly induced by inflammatory cytokines, such as interferon-γ (IFN-γ) and tumor necrosis factor-α (TNF-α), and then leads to the catabolic of kynurenine, causing an increase of Kynurenine/Tryptophan ratio, which is associated with the greater carotid plaque in atherosclerosis patients and in coronary heart disease patients^22^,^23^. Besides metabolism, these differentially expressed lncRNAs also participated in inflammatory signal pathways, such as NOD-like receptor signaling pathway, TNF signaling pathway, CAMs, and PPAR signaling pathway. These inflammatory pathways were widely researched and demonstrated to be associated with atherogenesis^24^,^25^,^26^. Therefore, it’s reasonable to propose that the aberrantly expressed lncRNAs participated in the diet-induced atherogenesis, through affecting its correlated metabolic or inflammatory mRNAs.

In the Molecular Function of GO enrichment assay, we found “PDZ domain binding” was the most enriched term for these lncRNA-correlated mRNAs. PDZ binding proteins which binds to the carboxy-termini of a number of membrane transporter proteins, including ion channels and cell surface receptors, were found to play key roles in lipoprotein metabolism and atherosclerosis^27^,^28^. Thus, “PDZ domain binding”, in addition to “receptor activity” and “receptor binding” in its Molecular Function, and “membrane” in its Cellular Component, might explain the way these lncRNAs play their roles in diet-induced atherogenesis.

Furthermore, we predicted the TFs which might regulate the production of lncRNAs via hypergeometric distribution analysis. We found that Myod1, Rxra, Pparg, Tcf3, Nr2f1, Nr5a1, Aire, Esr1, Srf, Runx3, and Arhgef7 were among the mostly correlated TFs. Previous studies have demonstrated that Rxra, Pparg, Nrf1, and Srf were associated with atherosclerosis through lipid metabolism or transportation^14^,^29^,^30^; vascular smooth muscle cell proliferation^31^; inflammation^32^,^33^; Esr1 and Runx3 were related to the risk of atherosclerosis^15^,^17^. Interestingly, we found that Myod1 was the most correlated TF with lncRNAs in the present study. Previous studies, however, are mostly focused on its effects on muscle differentiation and regeneration^34^. How it acts in atherogenesis still need further investigation.

To further study the roles of specific lncRNAs in atherogenesis, we analyzed the relationship between 20 most differentially expressed lncRNAs with TFs and their target mRNAs. LncRNA-target-TFs network analysis found several most likely TFs which were for the transcription of these lncRNAs. These include Hnf4a, Ppara, Vdr, and Runx3. Interestingly, we found FR384764, n297308, and n297428 were predicted to be regulated by both Hnf4a and Runx3. Further pathway analysis indicated that these 3 lncRNAs were mostly related to inflammatory process, lipid or amino acid metabolism, and oxidative phosphorylation. Since both Hnf4a and Runx3 demonstrated to have functions on lipid metabolism or inflammation^17^,^19^, we presumed that these two TFs work together with FR384764, n297308 and n297428 to regulate the expression of certain mRNAs, and eventually affect the procedures of metabolism or inflammatory process to control the atherogenesis.

In our present study, we compared the lncRNAs and mRNAs expression profile between normal diet and high-fat diet fed ApoE(−/−). Previous studies have demonstrated that important roles of diet in the formation of atherosclerosis in ApoE(−/−) mice. High-fat and high-cholesterol diet induced atherosclerosis faster and more severe than normal diet in ApoE(−/−) mice^35^,^36^. The diet also affected the intimal hyperplasia significantly^37^. Our present study found a significant difference in the lipid levels between these two groups. Some differentially expressed lncRNAs and mRNAs were found between them as well, which we presume to represent the effects of diet on RNA profile during the progress of atherosclerosis. However, ApoE(−/−) mice spontaneously exhibit atherosclerosis. Even those ApoE(−/−) mice fed with normal diet showed spontaneous elevations in plasma cholesterol compared with wild-type C57BL6J mice because of impaired clearance of cholesterol-rich remnant particles. Therefore, the RNA profile between wild-type C57BL6J mice and ApoE(−/−) mice still needs further analysis.

H19 is an imprinted gene, first discovered as a tumor suppressor. In 1996, Han *et al.* found that H19 was expressed in the adult human atherosclerotic lesion^10^. Further studies have found that hyperhomocysteinemia and Hcy treatment causes hypomethylation, which subsequently increases the expression of H19 in adult mice or VSMCs^38^,^39^. Another study found a common polymorphism of H19 which was associated with increasing the risk and severity of CAD in a Chinese population^8^. All these research indicated that H19 is related to atherosclerosis. In our present study, we also found a high expression of H19 in both normal diet group and high-fat diet group. Since ApoE(−/−) mice spontaneously exhibit atherosclerosis despite the diet, the results indicated that the high levels of H19 expression found in these mice might contributed to the spontaneous development of atherosclerosis. However, no significant difference between the normal diet and high-fat diet group of ApoE(−/−) mice was found in our study, which might mean that the diet is not the cause of H19 expression changes.

Taking all these together, we have identified a panel of dysregulated lncRNAs and mRNAs that may be potential biomarkers or drug targets relevant to the high-fat diet related atherogenesis.

## Materials and Methods

### Animals and diets

The homozygous male ApoE(−/−) mice, 22–24 g, were obtained from Shanghai Slac Laboratory Animal Co., Ltd (Shanghai, People’s Republic of China). The care and use of these animals were following the institutional and national guidelines. All experimental procedures involving animals were approved by the Ethics Committee of the Central South University, China. The mice were housed in a temperature-controlled room (22 ± 0.8 °C) and a relative humidity of 55 ± 10%, with 12 h light-dark cycles and free access to water and chow. The ApoE(−/−)(−/−) mice were randomly divided into two groups with 8 animals in either. The normal diet group was fed with normal chow, while the treated group was fed with high-fat and high-cholesterol diet containing 20% fat and 2.5% cholesterol. The treatment duration is 8 weeks. The body weight of each group of mice was monitored weekly. At the end of the treatment, the mice were anesthetized by intraperitoneal injection of 10% chloral hydrate (0.4 mL/100 g body weight), and the blood was collected from the retro-orbital plexus. The serum lipid levels of each mouse were detected using automatic biochemical analyzer (Selectra E). After perfusion with ice-cold normal saline, the aorta of each mouse was taken and stored in liquid nitrogen until further analysis. We selected 3 aorta samples from each group randomly for the detection of lncRNAs and mRNAs array. Other samples were prepared for further verification of microarray results using qPCR.

### Array data production

The experiments were performed in the lab of OeBiotech Corporation (Shanghai, China). Agilent mouse lncRNA Microarray (4*180K, Design ID: 049801), which contains 51302 lncRNAs and 39430 mRNAs, was used in this experiment. To sum up, the total RNA was extracted using Trizol reagent and then quantified using the NanoDrop ND-2000 (Thermo Scientific). The RNA integrity was assessed using Agilent Bioanalyzer 2100 (Agilent Technologies). The sample labeling, microarray hybridization, and washing were performed based on the manufacturer’s standard protocols. Then, the total RNA was transcribed to double strand cDNA, synthesized into cRNA and labeled with Cyanine-3-CTP. The labeled cRNA was hybridized onto the microarray. And finally, the arrays were scanned by the Agilent Scanner G2505C(Agilent Technologies) after washing.

### Differential expression analysis

Data analysis was performed using the GeneSpring GX v13.1 software package (Agilent Technologies, Santa Clara, USA). The Quantile method was used to normalize the raw data. After normalization, the data with a 100% “P” flags in at least one group (normal diet group or high-fat diet group) were selected for further analysis. Differentially expressed lncRNAs and mRNAs were assessed using the t-test. The FC ≥ 2.0 between the compared two groups, as well as the *p*-value < 0.05, was defined as differentially expressed lncRNAs or mRNAs. Hierarchical Clustering was performed using the Agilent GeneSpring GX software (version 11.5.1).

### Quantitative RT-PCR

QRT-PCR was used to validate some of the differentially expressed lncRNAs and mRNAs. The primers were listed in Table 1. The qPCR was performed using the SYBR Green Premix DimerEraser kit (TaKaRa Bio Inc., Dalian, China) on the Roche LightCycler 480 Instrument II. The relative gene expression was analyzed using the 2^(−ΔΔCt)^ Method as previously described^40^. The significance of differences was analyzed using one-way analysis of variance or Student’s t-test (unpaired). Multiple comparisons between groups were performed using Tukey’s method. SPSS software, version 19.0 (SPSS, Inc., Chicago, IL, USA) was used to perform the statistical analysis. *p* < 0.05 was considered to indicate a statistically significant difference.

### Co-expression network analysis

The co-expression of lncRNA and mRNA was calculated by the Pearson correlation coefficients (PCC). The correlated *p* < 0.05 was considered as statistically significant. We also detected the correlations between lncRNAs and TFs via hypergeometric distribution analysis in MATLAB environment. Firstly, the mRNAs which are co-expressed with the aberrant lncRNAs were identified. The overlap of the co-expressed mRNAs set with TFs target genes set was calculated. Then hypergeometirc distribution analysis was used in calculating the significance of this overlap. If the co-expressed mRNAs of the given lncRNAs significantly overlapped with the target genes of the given TFs, the TFs would then be considered as interacting with these lncRNAs. The most recent data released by the Encyclopedia of DNA Elements (ENCODE) on TFs and their targets were used in the present analysis^41^,^42^. The graph of the lncRNAs-TFs network was drawn with the help of Cytoscape 3.11 (Agilent and IBS).

### Functional classification and pathway analysis

The function of lncRNA co-expressed mRNA was analyzed using the Gene Ontology enrichment analysis. The GO analysis was divided into Molecular Function, Biological Process and Cellular Component. The pathway of lncRNA co-expressed mRNA was analyzed using the KEGG pathway analysis. These analyses allowed us to predict the functional classification and biological pathway in which the co-expressed mRNAs of the differentially expressed lncRNAs are enriched. A *p* < 0.05 was considered statistically significant for the correlation.

### Data Availability

The authors confirm that all data underlying the findings are fully available without restriction. All relevant data are within the paper and its Supporting Information files or in a public repository (GEO series accession number GSE83112 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc = GSE83112).

## Additional Information

**How to cite this article**: Bao, M.-h. *et al.* Impact of high fat diet on long non-coding RNAs and messenger RNAs expression in the aortas of ApoE(−/−) mice. *Sci. Rep.* **6**, 34161; doi: 10.1038/srep34161 (2016).

## Supplementary Material

Supplementary Information

## Figures and Tables

**Figure 1:**
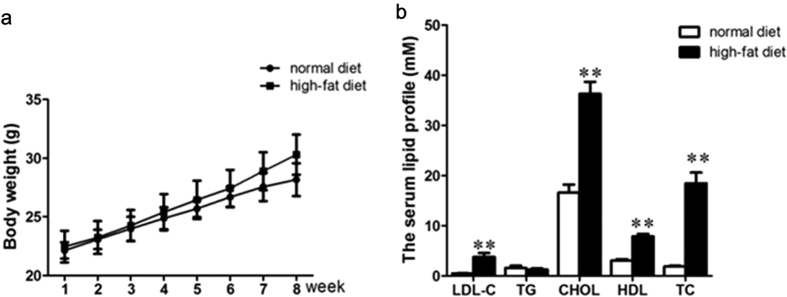
The body weight and serum lipid levels in normal diet and high-fat diet ApoE(−/−) mice. (**a**) the body weight changes in normal diet or high-fat diet fed ApoE(−/−) mice during 8-week treatment. (**b**) the serum lipid levels in ApoE(−/−) mice fed with normal diet or high-fat diet. Data are presented as means ± SD, n = 8. **P < 0.01 vs normal diet mice.

**Figure 2:**
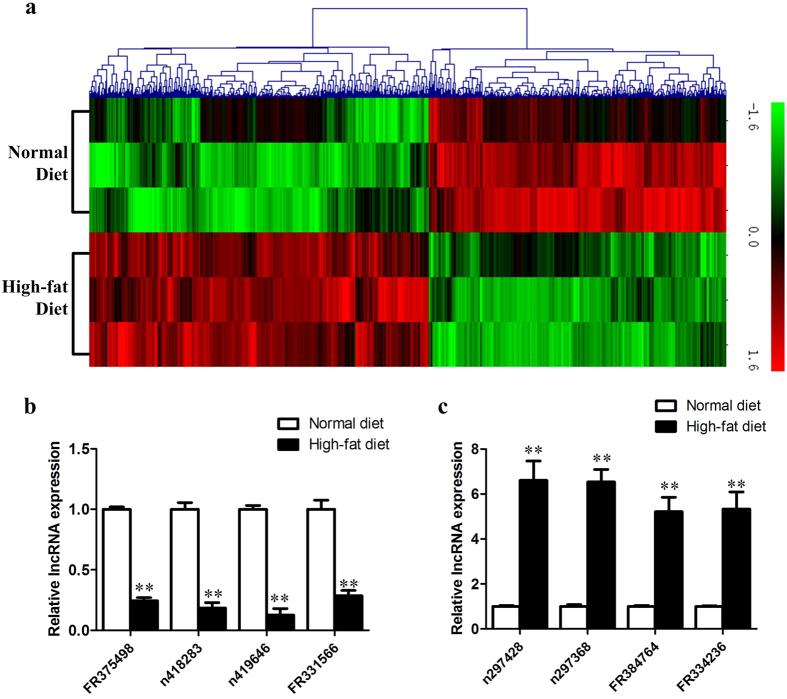
The differentially expressed lncRNAs in normal diet and high-fat diet fed apoE(−/−) mice. (**a**) the hierarchical clustering of the differentially expressed lncRNA probes in normal diet and high-fat diet fed apoE(−/−) mice. (**b**,**c**) the qPCR verification of 8 randomly selected differentially expressed lncRNAs.

**Figure 3:**
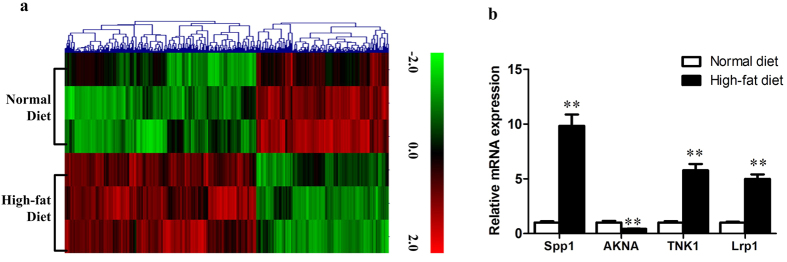
The differentially expressed mRNAs in normal diet and high-fat diet fed apoE(−/−) mice. (**a**) hierarchical clustering of the differentially expressed mRNA probes in normal diet and high-fat diet fed apoE(−/−) mice. (**b**) qPCR verification of 4 randomly selected differentially expressed mRNAs.

**Figure 4:**
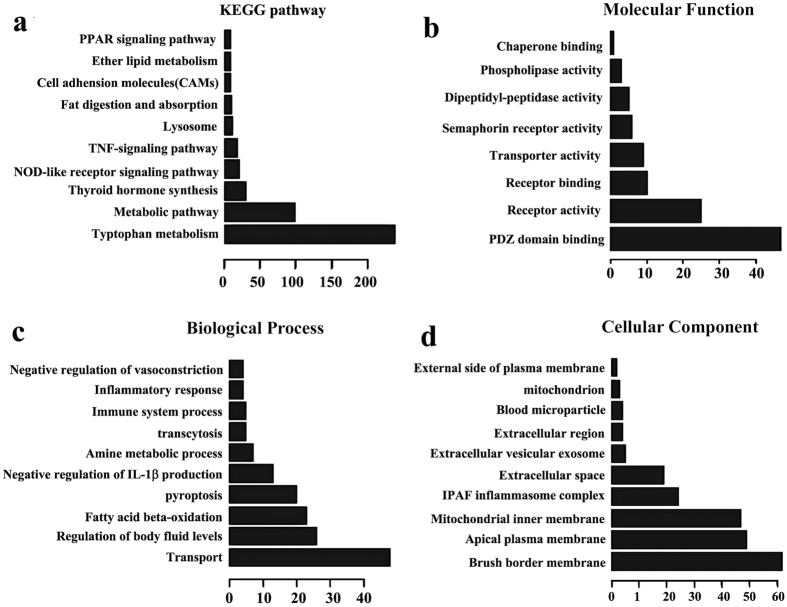
KEGG pathway and GO enrichment analysis of differentially expressed lncRNAs. The top 10 most enriched GO categories and pathways were calculated and plotted. (**a**) KEGG pathway; (**b**) Molecular Function; (**c**) Biological Process; (**d**) Cellular Component.

**Figure 5:**
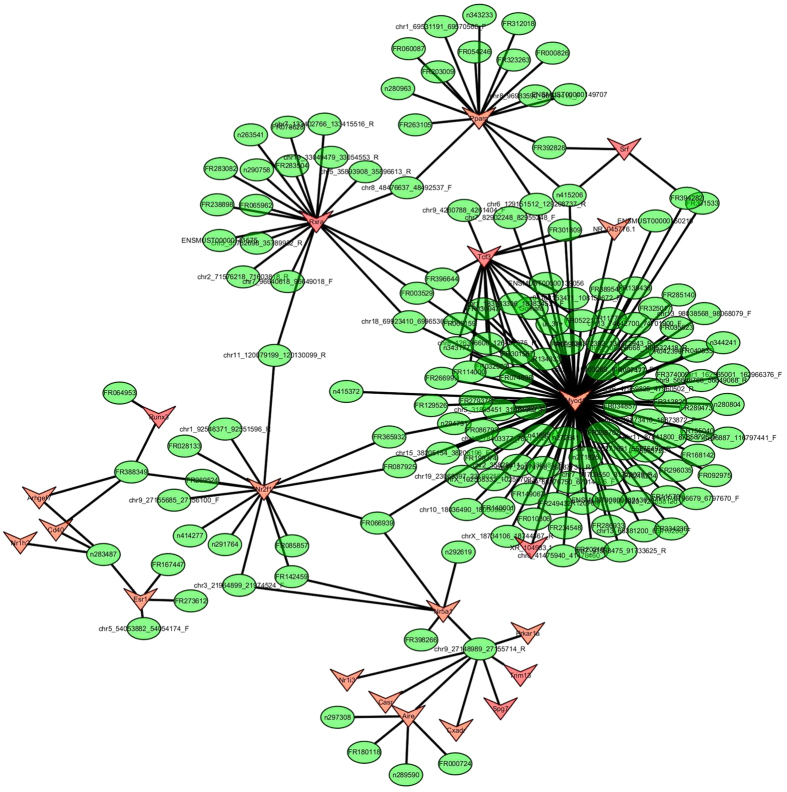
Network of the top 200 most related LncRNA-TFs pairs according to the *p* value. Red arrow: TFs; Green round: lncRNAs.

**Figure 6:**
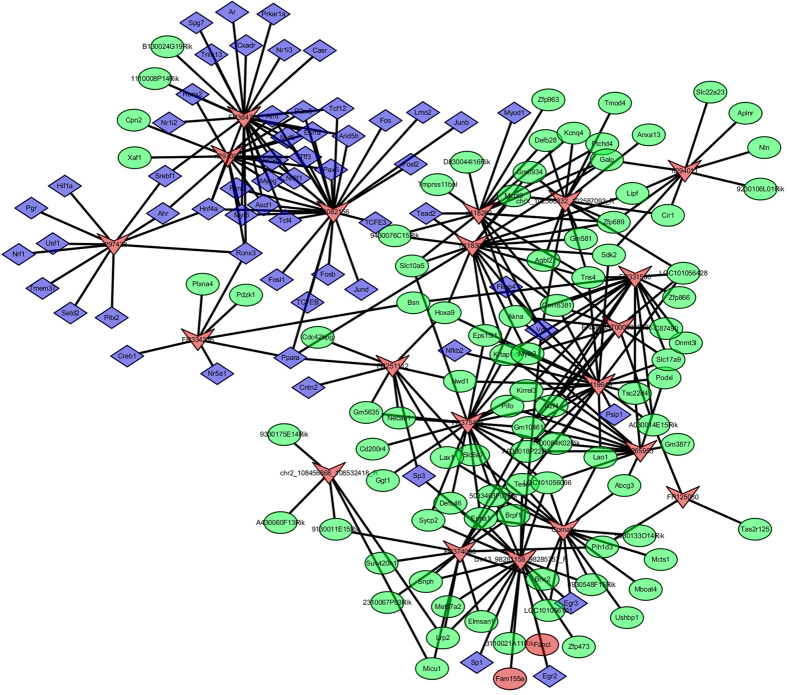
lncRNA-target-TFs network of 20 most differentially expressed lncRNAs. Red arrow: lncRNAs; Green round: target mRNAs; Blue diamond: TFs.

**Table 1:** The primers used for qPCR detection of selected lncRNAs and mRNAs.

Gene name	Forward	Reverse
n419646	CGGCTTTGTGGAGGATTAGA	TGGTAGGTGCTGGGTGTTG
FR0334236	ATGACCCCCTCTGACTTCCT	TCACAAACTGACTGGCTGGA
FR384764	AGGGATGTGGCTGTTGACTT	CCAGGTTGCTGTAGGTCTCC
N297368	ACACTGCCACATCCTTGTTG	CCATAATCTACACCCCACACC
N297428	AGGGCTTCTCTTCTCTTCACAG	TCTCCCAACGCCTCATAAAG
N418283	CCTCCCAGGTTGAAGTGATT	AAGCCCGTCTCTGCTAAAAATA
FR375498	CCCGTGAATGTAACTCCTGAC	TGTGTTCCTCTCCCCTTCTG
FR331566	CACCCATTTGCTCGTAGACC	GGAACATTGGCATCAGTGG
AKNA	CAAGCAGAGGAGCAAGCAG	TGGGAACCGAGGAGATGTAG
TNK1	GAAAACCCCCACACAATCAC	GCTCCACCTCCATAATCTTCC
Spp1	GGATTCTGTGGACTCGGATG	CGACTGTAGGGACGATTGGA
Lrp1	GAGGAGCGAGGAGTAAAGCA	GGGGCATAGGTGAAATGGTA
β-actin	GACTGACTACCTCATGAAGAT	CATGATGGAGTTGAAGGTAGTT

# Supplementary material for: Impact of high fat diet on long non-coding RNAs and messenger RNAs expression in the aortas of ApoE(−/−) mice
**Source:** Sci Rep. 2016 Oct 4;6:34161. doi: 10.1038/srep34161
**Supplement:** Supplementary Information

# **Impact of high fat diet on long non-coding RNAs and messenger**

## **RNAs expression in the aortas of ApoE(-/-) mice**

Mei-hua Bao<sup>1\*</sup>, Huai-qing Luo<sup>1</sup>, Li-hua Chen<sup>2</sup>, Liang Tang<sup>1</sup>, Kui-fen Ma<sup>3</sup>, Ju Xiang<sup>1</sup>, Li-ping Dong<sup>1</sup>, Jie Zeng<sup>1</sup>, Guang-yi Li<sup>1</sup>, Jian-ming Li<sup>1,4,5\*</sup>

Mei-hua Bao, PhD, OR Jian-ming Li, PhD

**Figure-S1** KEGG pathway and GO enrichment (Molecular Function) analysis of FR384764, n297308, n297428 and n418309 correlated mRNAs.

**Table-S1:** Significantly and differentially expressed lncRNAs in high-fat and normal diet ApoE(-/-) mice

**Table-S2:** Significantly and differentially expressed mRNAs in high-fat and normal diet ApoE(-/-) mice

**Table-S3** Top 500 most correlated LncRNAs and mRNAs

**Table-S4** GO functional enrichment analysis of top 500 lncRNA-correlated mRNAs

**Table-S5** KEGG pathway analysis of top 500 lncRNA-correlated mRNAs

**Table-S6** 200 most significant related TF-lncRNA pairs

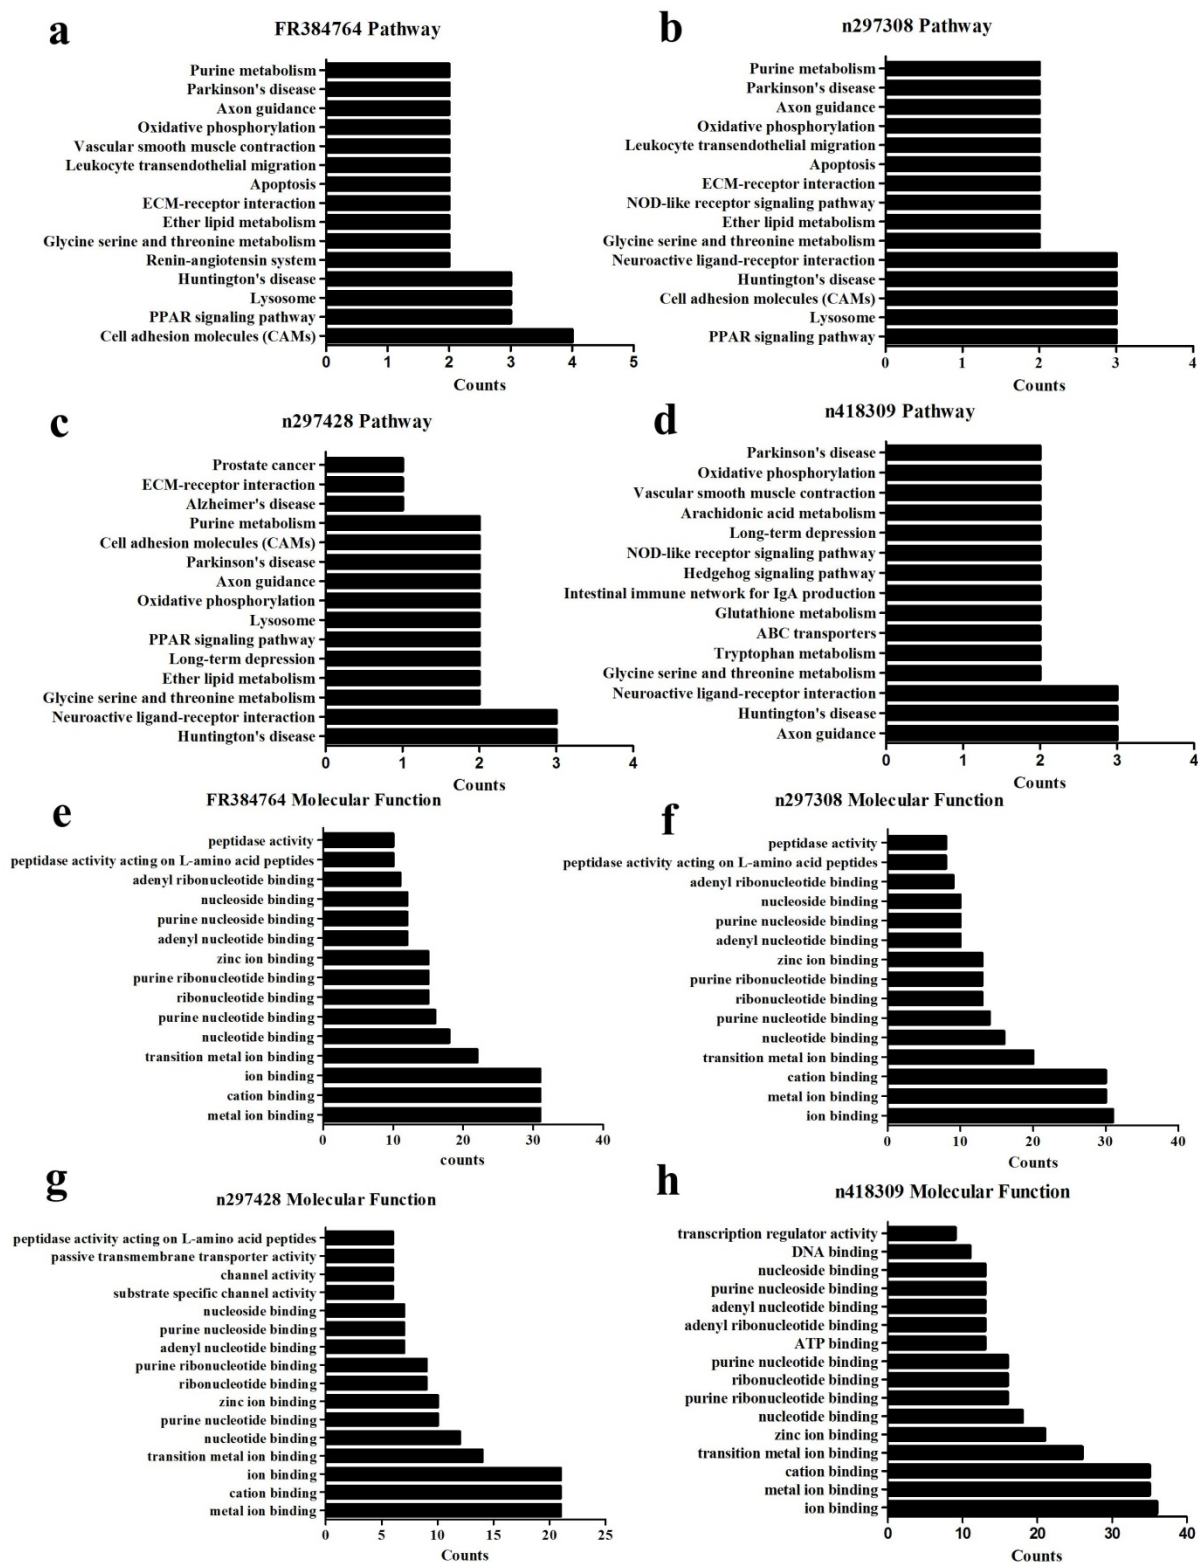

**Figure S1** KEGG pathway and GO enrichment (Molecular Function) analysis of FR384764, n297308, n297428 and n418309 correlated mRNAs. The top 15 most enriched GO (Molecular Function) categories and KEGG pathways were calculated and plotted. a-d, KEGG pathway for FR384764, n297308, n297428 and n418309; e-h, GO (Molecular Function) categories for FR384764, n297308, n297428 and n418309

**Table-S1: Significantly and differentially expressed lncRNAs in high-fat and normal diet ApoE(-/-) mice**

---

**Table-S2: Significantly and differentially expressed mRNAs in high-fat and normal diet ApoE(-/-) mice**

---

**Table-S3 Top 500 most correlated LncRNAs and mRNAs**

---

**Table-S4 GO functional enrichment analysis of top 500 lncRNA-correlated mRNAs**

---

**Table-S5 KEGG pathway analysis of top 500 lncRNA-correlated mRNAs**

---

**Table-S6 200 most significant related TF-lncRNA pairs**

---

How the deposited data were processed for this re-analysis (not part of the article)

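The samples were 6 aortas of male ApoE(−/−) mice, 3 of the normal diet group and 3 of the high-fat diet group, each hybridised to 1 array. Conditions and replicate numbers were taken from the sample labels, which give the same groups as the methods. The authors deposited the output of the Feature Extraction software, version 10.7.1.1 in the scanner output, with a background-subtracted intensity and quality flags for each spot of each array. They also deposited a table of log2 values, 1 column per array. The paper's methods state quantile normalization in GeneSpring, a filter on flags and a t-test. The group differences of the deposited log2 values matched the fold changes of Tables S1 and S2 within 0.0001 on the log2 scale for 711 of 711 probes.

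From the processed intensity, spots marked as non-uniform or population outliers were left out, the remaining spots of a probe were averaged on the linear scale, a floor of 1 was set, which no probe reached, and log2 values were quantile normalized. A probe counted as detected on an array when at least 0.5 of its spots were positive and significant, well above background and not outliers. The filter kept probes detected on all 3 arrays of at least 1 diet, 64467 of 91188. Control spots were left out, and saturated spots were not, since there were none. lncRNA probes and mRNA probes were told apart by the probe name prefixes found in Tables S1 and S2. The rule written before the data were examined left out a prefix of 236 probes, 1 of which Table S2 lists as Pdzk1. These are counted in neither class, and an added alternative counts them as mRNA. Probes were named through Tables S1 and S2 only, in which 10 lncRNA probe names with a digit misread for a letter in the extracted text were corrected.

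Group differences were fitted in R 4.3.3 with limma 3.58.1 (lmFit and eBayes), high-fat minus normal diet, with all probes in 1 fit. Counts use an unadjusted p of at most 0.05 and at least a 2-fold difference, and adjusted p-values are Benjamini-Hochberg over the kept probes. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 was used for correlations, clustering and exact permutation tests. Both the fit and the methods' t-test were tested on simulated data for 64467 probes with 200 changed. For a diet difference alone, limma counted 197 of the 200 (98.5%) by both criteria, with 690 unchanged probes counted as well, and 142 at an adjusted p under 0.05. The methods' t-test counted 192, with 284 unchanged probes counted as well, and 22 after adjustment. With the slide differences of these arrays added to the simulated values, 3899 unchanged probes were counted without a slide block and 1605 with it. The simulated spread came from the fit without a block, so it already held part of the slide difference. The slide differences were also dealt to probes at random. The 3899 exceed the 1909 probes counted on the real arrays, so these 2 counts do not estimate the errors made here.

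The genes named in the text follow a rule set before the data were examined. It takes every lncRNA and mRNA the paper names with a measurement, the transcription factors of its results, the genes listed under the KEGG terms and the PDZ domain binding term its results name, Apoe, and the 5 lncRNA and 5 mRNA probes with the largest difference in each direction among those that met both criteria without overlap between the diets. It gave values for 68 probes, not all of which the text names, and 1 listed under the PDZ domain binding term is not reported here. Mcoln3 was added after its value was seen. A gene was taken as listed under a term when at least 3 entries of the term held it, a limit set after the extracted tables were seen, to leave out words carried over from neighbouring entries. The tables used here pair no probe with 18 of the names, among them n297368, H19, Lrp1, Apoe and all the transcription factors, so no value is given for these. For the same reason the diet difference of H19 and the test of 15 cell type marker lists, both planned, were not run. Rules for reading the tests on the slides were set after their values were seen.

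The number of arrays limits the precision, and slide 1 has a higher background. The alternatives were another normalization (each array's 75th percentile), normexp background correction with an offset of 50, the authors' log2 values, other filters on flags, the methods' t-test, a t-test for unequal variances, a variance prior with an intensity trend, each array left out in turn, the replicate number or the slide as a block, a 1.5-fold threshold, and for correlations and clustering other probe sets and measures. In fits with an array left out, the probes kept by the filter and their normalized values were those of all 6 arrays. With the slide as a block, slide 1 holds normal diet arrays only and adds to the estimate of the spread but not to the diet difference. Splits of the arrays into other groups of 3 recomputed the filter. The qPCR, serum lipid and body weight measurements, the enrichment tests and the prediction of transcription factors were not analysed here.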

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

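The tests of the difference between the slides, of background on dim and bright probes and of GC content were chosen only after the result was seen. The slide is recorded in the scanner output, and the paper does not report on it. With diet in the model, 2081 lncRNA probes and 978 mRNA probes had a limma adjusted p under 0.05 between slide 2 and slide 1. In that same model the diets gave 0 of each in limma, where 2756 lncRNA and 2835 mRNA probes had an unadjusted p under 0.05. By the criteria used for the diets, an unadjusted p of at most 0.05 and a 2-fold difference, 5137 lncRNA and 2736 mRNA probes differed between the slides. Since slide 1 holds normal diet replicates 1 and 3 only, this difference is that between these arrays and normal diet replicate 2.

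A higher background on slide 1 is a candidate explanation for the dim probes. The median SD of differences between arrays on different slides was 1.92 times that between arrays on the same slide for the dimmest eighth of probes, which are 74.7% lncRNA probes, and 1.505 times for the brightest eighth. A background difference alone argues for a ratio near 1 among the brightest probes, and their SD between slides, 0.576 to 0.676, lay above that of every pair within a slide, 0.321 to 0.558. So background was not the whole cause for bright probes. The GC content of the probes did not follow the slide difference (rank correlation -0.0276 across probes, which are not independent). What remains open is any other difference between the slides in labelling, hybridisation or RNA, and a difference between the mice of normal diet replicates 1 and 3 and the mouse of replicate 2. These cannot be told apart, because no aorta was run on both slides. No biological explanation was tested, since the labels give these 3 mice the same condition.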

How the results depend on the processing

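Most alternatives were set before the data were examined. The methods' t-test on the authors' log2 values, the same t-test with the slide as a block, counting 236 further probes as mRNA, and removing the slide means before correlation were chosen only after the results were seen.

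The count of lncRNA probes that met both criteria, 1033, stayed within 1.5 times under 75th percentile normalization, the authors' log2 values, no filter on flags, the saturation rule (which removed no probe), a trend in the prior and the replicate block. It was 147 (80 higher and 67 lower) after normexp correction, 513 for probes detected on all 6 arrays, 330 with the methods' t-test, 198 with unequal variances, 477 with the slide as a block and 3397 at 1.5-fold. Without a filter on flags it was 1484, with 691 higher and 793 lower in place of 725 and 308. In the same order the count of mRNA probes, 871, became 172 (123 higher and 49 lower), 469, 356, 241, 838 (still within 1.5 times) and 2686. Normexp adds an offset of 50 to every signal, which by construction shrinks the fold differences of dim probes, and asking for detection on all 6 arrays tests 28251 in place of 35127 lncRNA probes. The methods' t-test and the test with unequal variances use the same differences on the same probes as limma. All the probes they counted were among limma's, so their lower counts come from the p-value alone, through how the spread is estimated. The alternatives added later gave 354 lncRNA and 355 mRNA probes for the methods' t-test on the authors' log2 values, 357 when the further probes were counted as mRNA, and 222 and 389 for the t-test with the slide as a block.

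With each array left out in turn, the lncRNA count ran from 519 to 3680 and the mRNA count from 614 to 2193. Both highest values were without normal diet replicate 2, when the slide and the diet cannot be told apart. Without high-fat diet replicate 1 the lncRNA probes were split 417 higher and 506 lower in place of 725 and 308. At an adjusted p under 0.05 there were 5607 lncRNA and 3039 mRNA probes in the limma fit without normal diet replicate 2. The lncRNA count was 0 in all other fits, those with another array left out included, with 2227 to 5991 at an unadjusted p under 0.05. The single mRNA probe at an adjusted p under 0.05 remained 1 with the authors' log2 values and the saturation rule, and became 0 under 75th percentile normalization, normexp correction, no filter, detection on all 6 arrays, both t-tests, the trend in the prior, the replicate block, the slide block and with any array but normal diet replicate 2 left out, with 1909 to 4731 mRNA probes at an unadjusted p under 0.05 in the fits that gave 0.

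The probes of Tables S1 and S2 that met both criteria, 690 of 711, numbered 127 after normexp correction and 236 with the slide as a block, and 507 to 655 with each array left out. When detection on all 6 arrays was required, 196 of Table S1 and 233 of Table S2 met them, in place of 336 and 354. With unequal variances it was 195 and 240. The t-test with the slide as a block, added later, gave 34 and 82. The share of correlated pairs, 52.9%, was 22.7% after removing the mean of each diet, 7.96% after removing that of each slide (added later), 24.5% with Spearman's rho, and 28.5% to 53.1% with each array left out, the lowest without normal diet replicate 3. In the clustering, the number of normal diet arrays grouped with the high-fat diet was 1, and 3 for the 1000 most variable probes, where high-fat diet replicate 3 stood alone. The cause was not tested.

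All 69 named probes kept their direction under every alternative run for them. Both criteria were still met by 67 under 75th percentile normalization, 69 with the authors' log2 values, 57 with the methods' t-test, 29 after normexp correction and 35 with the slide as a block. With single arrays left out it was between 51, without normal diet replicate 1, and 66, without normal diet replicate 2.

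The groups share replicate numbers, but arrays with the same number did not deviate together (correlations across probes of -0.261, -0.205 and -0.0340 for numbers 1, 2 and 3). With the replicate number as a block, 1182 lncRNA and 976 mRNA probes met both criteria and 0 had an adjusted p under 0.05 in limma, where 3541 lncRNA and 2887 mRNA probes had an unadjusted p under 0.05.

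The alternatives for the diet difference of H19 and for the cell type marker lists were not run, because the tables used here pair too few of these genes with a probe. The signal of the spike-in controls over background was 37.7 and 42.4 on slide 1 and from 78.7 to 111 on slide 2, so dim probes are less certain on the normal diet arrays of slide 1.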

Differences from the paper's values

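The alternatives named below were set before the data were examined unless said otherwise, and a value is taken to differ when it is more than 1.5 times the other. The paper's number of differentially expressed lncRNAs is 354, and 1033 lncRNA probes met both criteria here. Values within 1.5 times of the paper's were 330 with the methods' t-test, which is the test the paper's methods name, 513 for probes detected on all 6 arrays, 519 without normal diet replicate 1 and 477 with the slide as a block. The other alternatives did not come within it. For up-regulated lncRNAs the paper's value is 168 against 725 here, with 149 from the methods' t-test and 247 for probes detected on all 6 arrays within 1.5 times, and no other. For down-regulated lncRNAs the paper's value is 186 against 308 here. Within 1.5 times were the methods' t-test (181), unequal variances (133), detection on all 6 arrays (266), the slide as a block (125) and leaving out normal diet replicate 1 (227), normal diet replicate 3 (155), high-fat diet replicate 2 (263) or high-fat diet replicate 3 (219), and the others were not.

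The paper's number of differentially expressed mRNAs is 357 against 871 here. It was 356 with the methods' t-test, 241 with unequal variances and 469 for probes detected on all 6 arrays, and the other alternatives differed. For up-regulated mRNAs the paper's value is 211 against 645 here, with 209 from the methods' t-test and 275 for probes detected on all 6 arrays within 1.5 times, and no other. For down-regulated mRNAs the paper's value is 146 against 226 here. Within 1.5 times were 147 with the methods' t-test, 106 with unequal variances, 194 for probes detected on all 6 arrays, 140 with the slide as a block, and 188, 189, 218 and 195 without normal diet replicate 1, normal diet replicate 3, high-fat diet replicate 2 and high-fat diet replicate 3, and the others were not.

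The methods' t-test on the authors' log2 values, chosen after seeing the values, gave 354 lncRNA probes, 168 higher and 186 lower, and 355 mRNA probes, 210 higher and 145 lower. With the 236 further probes counted as mRNA, also chosen after seeing the values, it gave 357, with 211 higher and 146 lower, which equals each of the paper's counts. The t-test with the slide as a block, chosen after seeing the values as well, gave 162 up-regulated lncRNAs and 389 mRNAs, within 1.5 times of the paper's values, and differed for the other counts.

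The paper presents clustering that sets the diets apart, and over all kept probes normal diet replicate 2 grouped with the high-fat diet arrays. Over the probes of Table S1 or of Table S2 the diets separated. The paper states that it took more lncRNAs in each direction into the prediction of transcription factors than the 168 and 186 that Table S1 lists. The paper ranks FR384764, n297308, n297428 and FR334236 among its 20 most differentially expressed lncRNAs, and by fold change in Table S1 these are at ranks 145, 89, 147 and 50 of 168 up-regulated lncRNAs, and by p-value at ranks 7, 4, 58 and 42. Of the lncRNAs the network section names, chrX_102568332_102587093_R, n418283, n418309, chr13_98281158_98285757_F and FR251112 are at ranks 1, 2, 5, 7 and 10 of 186 down-regulated lncRNAs by fold change, and FR082156 at rank 6 of the up-regulated ones. The paper presents Table S3 as its most correlated pairs, and 1574 pairs recomputed from the authors' log2 values had a smaller p than any pair listed there. Table 1 and Fig. 2c name n297368, where Table S1 lists n297308. Table 1 and Fig. 3b name Lrp1, where Table S2 lists Lrp2, whose log2 difference was 3.34.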

Other observations

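The tests on the position of normal diet replicate 2 and on a mislabelled aorta, and the removal of slide means, were chosen only after the result was seen. The splits of the arrays, the tests on correlated pairs and Table S3, and those on kidney and macrophage genes were set before it.

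The 6 arrays can be split into 3 and 3 in 10 ways, so the share of splits is never under 0.1 and chance cannot be excluded. As many lncRNA probes that met both criteria as under the split by diet were found in 4 of the 10 splits, the split by diet included, and as many mRNA probes in 1. For probes at an adjusted p under 0.05 it was 10 splits for lncRNA, where the split by diet has 0, and 2 for mRNA. The 3 other splits that keep the slide 1 arrays together gave 1256, 1559 and 1229 lncRNA probes against 1033 for the diets, and 773, 783 and 766 mRNA probes against 871. The remaining splits gave between 32 and 235 lncRNA and between 53 and 186 mRNA probes. So for lncRNA, a grouping that follows the slide did as well as the diet, and with the slide as a block 477 lncRNA and 838 mRNA probes met both criteria.

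Normal diet replicate 2 lay with the high-fat diet arrays. On probes that met both criteria between the slide 1 normal diet arrays, at position 0, and 2 of the high-fat diet arrays, at position 1, it had a median position between 0.929 and 0.999 for lncRNA and between 0.873 and 0.919 for mRNA. The high-fat diet array left out lay between 0.908 and 0.960 and between 0.887 and 0.932. This is consistent with a difference between the slides as the source of most of these differences, as a hypothesis. It would also follow if normal diet replicate 2 came from the high-fat diet group. Against the other 3 arrays of slide 2, normal diet replicate 2 gave 919 mRNA probes by both criteria, where each high-fat diet array gave 193 to 368. At an adjusted p under 0.05 in limma, normal diet replicate 2 gave 0 lncRNA and 0 mRNA probes, with 3076 and 3219 at an unadjusted p under 0.05, and high-fat diet replicate 3 gave 63 and 36, with 946 and 907. The measures disagree on which array stands apart, 1 array stands against 3, and 1 of 4 arrays is the most distant in any case, so a mislabelled aorta and a slide difference cannot be told apart for this array. A difference between the diets is the biological explanation. For most of these probes it would need this 1 normal diet mouse to lie at the high-fat diet level without that diet. The diet alone does not account for that. Some genes went the other way. Spp1, Vcam1, Cx3cl1 and Angptl4 were lowest on normal diet replicate 2, at 6.76, 7.62, 7.04 and 11.51, and their differences were larger with the slide as a block, at 5.55, 2.29, 2.19 and 1.97.

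Of the probes that met both criteria without overlap between the diets, the lncRNA and the mRNA probe with the largest fitted rise were highest on slide 2, normal diet replicate 2 included. The lncRNA probe mmu_5635_PI428960544 differed by 4.09 between the diets and by 0.66 with the slide as a block, and the mRNA probe A_55_P2110245 by 4.30 and 0.68. The first was well above background on 1 of the 3 normal diet arrays, replicate 2, and the second on 2 of the 3, so the size of both rises is uncertain. The tables used here pair neither with a gene name.

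High correlations between lncRNA and mRNA probes could come from both sets having been chosen for a difference between the same arrays. The same choice under other splits gave as large a share of correlated pairs in 4 of 10 splits, the split by diet included. The 3 others that keep the slide 1 arrays together gave 63.7% to 70.9%, against 52.9% for the diets, and the remaining 6 gave 23.1% to 36.6%. The share fell to 22.7% after the mean of each diet was removed, and the slide difference remains in the normal diet arrays after this step. Removing the slide means instead gave 7.96%. For the probes of Tables S1 and S2 on the authors' log2 values the order was reversed. Their share fell from 60.4% to 11.1% without the diet means and to 20.2% without the slide means. Probes drawn at random gave 8.47% and 6.47% after these steps. These results fit this explanation. Co-regulation of single pairs stays open and was not tested.

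Table S3 lists 500 pairs, and the paper's p-values in it run from 0.0001002 to 0.000153. Recomputed from the authors' log2 values over the probes of Tables S1 and S2, 1574 pairs had a p under 0.0001 and 601 had a p in the listed range. A candidate explanation is that pairs with a p under 0.0001 were left out of the listed table. Of the 230 lncRNAs in Table S3, 23 are not in Table S1. No biological explanation was tested, since this concerns a table.

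Table S2 holds Lrp2, Folr1, Pdzk1 and Slc34a3, which the brush border of the kidney expresses. Kidney tissue on some aortas could be a source, but of the 5 abundant kidney transcripts chosen to test it the tables used here pair 0 with a probe, so this stays open. Lrp2 and Folr1 were higher on the high-fat diet, at 3.34 and 1.02, and Pdzk1 and Slc34a3 were lower, at -1.01 and -1.30. With the slide as a block, in the same order, the differences were 1.17, 0.52, -0.76 and -1.61.

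Table S2 also holds macrophage genes. More macrophages on the high-fat diet may explain them, which is the biological explanation the design gives, but 2 of the 13 genes of the macrophage list are in Table S2, Cd68 and Clec7a, and 0 of the list could be read outside the genes that met both criteria, so the list gives no test. Cd68 differed by 2.11 and with the slide as a block by 2.87, and Clec7a by 2.12 and 3.38.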
